# Time of day bias for biological sampling in studies of mammary cancer

**DOI:** 10.1038/s41598-023-50785-y

**Published:** 2024-01-08

**Authors:** James C. Walton, William H. Walker, Randy J. Nelson, A. Courtney DeVries

**Keywords:** Neuroimmunology, Breast cancer, Circadian rhythms and sleep, Neuroimmunology

## Abstract

Despite its demonstrated biological significance, time of day is a broadly overlooked biological variable in preclinical and clinical studies. How time of day affects the influence of peripheral tumors on central (brain) function remains unspecified. Thus, we tested the hypothesis that peripheral mammary cancer tumors alter the transcriptome of immune responses in the brain and that these responses vary based on time of day; we predicted that time of day sampling bias would alter the interpretation of the results. Brain tissues collected at mid dark and mid light from mammary tumor-bearing and vehicle injected mice were analyzed using the Nanostring nCounter immune panel. Peripheral mammary tumors significantly affected expression within the brain of over 100 unique genes of the 770 represented in the panel, and fewer than 25% of these genes were affected similarly across the day. Indeed, between 65 and 75% of GO biological processes represented by the differentially expressed genes were dependent upon time of day of sampling. The implications of time-of-day sampling bias in interpretation of research studies cannot be understated. We encourage considering time of day as a significant biological variable in studies and to appropriately control for it and clearly report time of day in findings.

## Introduction

Time of day is a critical biological variable that is largely overlooked in both preclinical and clinical study and treatment of diseases^1–3^. Most biological processes display circadian rhythmicity driven by internal circadian clocks organized in a hierarchical fashion at the cellular, organ, and organismal level. Disruption of rhythms or desynchrony in circadian rhythmicity at any of these levels tends to result in sub-optimal functioning and poor outcomes for individuals. Indeed, both susceptibility to disease and immune responses vary across the day^4,5^, and disruption of circadian rhythms exacerbates virtually all diseases studied in human and animal models of human diseases, spanning mental health to vascular diseases and cancer^6–9^.

Previous work has demonstrated reciprocal interactions between peripheral cancer and the brain^10–14^. Indeed, activation of the reward system of the brain can modulate anti-tumor immunity in mouse models of lung carcinoma and melanoma^13^. Stimulation of hypothalamic oxytocin neurons can suppress colorectal cancer progression in mice^15^. Futhermore, foundational studies have demonstrated the ability of peripheral mammary tumors to alter depressive-like behavior, cognitive function, and sleep^10–12^. Clinical studies support these findings as cancer patients commonly experience elevated depression and anxiety, as well as impaired cognitive function and sleep^16–20^. Whereas the precise underlying mechanism remains unspecified, the balance of empirical evidence supports the hypothesis that neuroinflammation is responsible for the neuropsychological and sleep disturbances observed in cancer patients.

Notably, time of day is a critical variable in tumor development, metastatic growth, and chemotherapeutic treatment^21–26^. However, very few studies have examined the effects that peripheral tumors can have on the immune transcriptome within the brain, and the changes in expression patterns across the day^27^. With these factors in mind, we tested the hypothesis that mammary cancer alters the transcriptome of immune responses in the brain and that these responses vary based on time of day.

## Methods

All procedures were approved by West Virginia University’s Institutional Animal Care and Use Committee and were performed in accordance with all the relevant guidelines and regulations, and the study is reported in accordance with ARRIVE guidelines. Thirty-two adult female Balb/C mice (8 weeks of age at arrival) were obtained from Charles River Labs (Wilmington MA USA). Upon arrival, mice were individually housed in polycarbonate cages, had ad libitum access to food (Teklad #2018) and RO-filtered tap water, and allowed to acclimate for a week to Light:Dark (LD) 14:10 cycles {lights on zeitgeber time (ZT) 0, 05:00 h; lights off ZT14, 19:00 h} prior to any manipulation. After acclimation, each mouse received an orthotopic injection into the 4th and 9th inguinal mammary glands as previously described^28^. Half of the mice (n = 16) were injected with mycoplasma-free murine non-metastatic 67NR cells (1.0 × 10^5^ cells in DMEM, volume 0.1 mL), the remainder (n = 16) were injected with vehicle only (DMEM 0.1 mL). Injections occurred from ZT5-ZT7 (i.e. 5–7 h after lights on). The 67NR cell line is a non-metastatic mammary carcinoma cell line that was isolated from a single spontaneous Balb/cfC3H mammary tumor and obtained from Barbara Ann Karmanos Cancer Institute (Detroit, MI)^29^. Following injection, mice were returned to their home cages for recovery. On the 25th day after injection, half of the mice in each group were euthanized for tissue collection at one of two timepoints; mid-dark (ZT19, n = 16), or mid-light (ZT7, n = 16). Mice were transcardially perfused with ice cold 1X phosphate-buffered saline and decapitated. Adequate perfusion was confirmed based on clearance of blood from the liver. To preserve RNA integrity, brains were rapidly collected into RNAlater (Thermo Fisher) and stored in − 80 °C overnight for later processing. 67NR-injected mice were verified to have mammary tumors, and vehicle injected mice were verified to be mammary tumor free.

After preservation in RNAlater, brains were dissected, and RNA was extracted from the hypothalamus (HYP), the hippocampus (HPC), and brainstem (BS) using Trizol according to manufacturer’s instructions. Samples were then coded to mask the groups and sent to the Johns Hopkins Genetic Resources Core Facility for further processing and analyses. RNA quality of each sample was verified using an Agilent 2100 Bioanalyzer (Agilent Technologies); verified samples (n = 5 from each experimental condition) were then assayed using the nanoString nCounter Mouse Neuroinflammation Panel to simultaneously assesses expression levels of 770 neuroinflammation-related genes (NanoString Technologies), among them is a subset of genes NanoString has annotated as immune cell-type markers^30^.

The purified mRNA first underwent quality control to determine concentration and RNA integrity. The samples were then processed following NanoString recommended protocol on their PrepStation and analyzed with their Digital Analyzer on nCounter cartridges for the nCounter Mouse Neuroinflammation Panel v1. Following Analyzer scanning the raw data were transferred and normalized with the NanoString nSolver Analysis v3 software platform, employing: Negative Background Subtraction, Positive Control Normalization, and CodeSet Content Normalization using geometric mean values. The processed expression values were then exported and further analyzed using the Partek GS v6.6 (Partek Inc.) platform, where they underwent quantile normalization. The different biological classes were then compared using the Student's *t*-test to determine each gene’s differential regulation and its statistical significance, as its Log_2_ fold change and p-value respectively.

The nCounter assay used in this experiment generates a count variable for each gene, not a continuous variable as found with high-throughput microarrays, and the plate assays only a small number of specifically selected prognostic genes, thus applying techniques used for microarray analysis is inappropriate. However, there is unsettled debate as how to best analyze data from expression panels^31^, we filtered, analyzed, and present our data here in three ways, from most permissive to most restrictive, to allow for the broadest interpretation of our data. First, data comparing gene expression level from each region of the brain of tumor bearing to vehicle injected mice were sorted by time of day (dark phase and light phase), analyzed by ANOVA, and then filtered using a *p* cutoff of 0.05; genes with *p* < 0.05 were considered significantly different in their expression. Post-filtering, differentially expressed genes (DEGs) from each brain region were then pooled to make an overall list of unique DEGs in the brain for each experimental group for further analyses. Next, for each brain region and experimental group, mean and standard deviation (SD) were calculated using Log_2_ Fold Change (FC) value for all genes within each experimental group. Genes with expression levels greater than or less than 2 SD from the mean of the group Log_2_ FC value were considered biologically relevant DEGs. Following FC filtering DEG lists were compiled for each experimental group as above. Finally, gene lists for each experimental group were created where both ± 2SD Log_2_ FC and *p* < 0.05 criteria were satisfied. Unique DEGs identified using each filtering approach were then analyzed using Metascape^32^.

Individual tumor volumes were calculated using the formula (width^2^ × length)/2^33^. Bilateral tumor volumes and masses were summed for each animal. Total tumor volumes and masses for body, tumor, and spleen were analyzed by two-way ANOVA. Mean differences were considered significant at *p* < 0.05.

## Results

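Body mass, spleen mass, and the mass and dimensions of each tumor were given by the authors with the samples of the 20 mice whose brains were assayed, 5 in each of the 4 groups. The mice were tumor-bearing (67NR cells, a non-metastatic mammary carcinoma line) or vehicle injected, and tissue was collected 25 days after injection at mid-dark (ZT19) or mid-light (ZT7). Volumes were computed from the dimensions with the smaller dimension as the width, and volumes and masses were summed over the tumors of each mouse. Body mass was 24.7 ± 0.839 g in tumor-bearing mice at mid-dark and 24.6 ± 0.993 g at mid-light, and 23.5 ± 1.4 g and 22.9 ± 0.512 g in vehicle injected mice (SD, n = 5 mice each). The dark minus light difference in body mass, averaged over both tumor groups, was 0.378 g (exact permutation test, two-sided, phases permuted within tumor group, p = 0.395). Total tumor mass was 4.2 ± 0.719 g at mid-dark and 3.39 ± 0.86 g at mid-light (SD, n = 5 mice each), a difference of 0.815 g (exact permutation test, two-sided, p = 0.143; the smallest p that the 252 assignments of these mice allow is 0.0079). With each tumor-bearing mouse left out in turn, the difference in tumor mass ranged from 0.547 to 1.14 g and the exact p from 0.0317 to 0.278. Total tumor volume was 5470 ± 1320 mm3 at mid-dark and 4560 ± 2260 mm3 at mid-light (SD, n = 5 mice each). The difference was 915 mm3 (exact permutation test, two-sided, p = 0.444). With each tumor-bearing mouse left out in turn, it ranged from 284 to 1780 mm3 and the exact p from 0.0873 to 0.802. The F for tumor volume by time of day was 0.612, against 0.549 in the paper. It was 0.684 or 1.349 with the first or the second dimension as the width. After Benjamini-Hochberg adjustment over the 5 mass and volume comparisons made, the exact tests gave 0.444 for body mass, 0.357 for tumor mass and 0.444 for tumor volume.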

There were no differences in body mass (F_(1,3)_ = 0.730,* p* > 0.05), total tumor mass per animal (F_(1,3)_ = 2.646,* p* > 0.05), or total tumor volume per animal (F_(1,3)_ = 0.549,* p* > 0.05) due to time of day of collection (Fig. 1A). As expected, mammary tumor-bearing mice had larger spleens than vehicle injected mice (F_(1,3)_ = 120.349, *p* < 0.05, Fig. 1A), however, there were no differences due to time of day of collection (F_(1,3)_ = 1.014,* p* > 0.05, Fig. 1A). 

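Spleens of tumor-bearing mice weighed 0.243 ± 0.0208 g at mid-dark and 0.224 ± 0.0385 g at mid-light, against 0.122 ± 0.00733 g and 0.12 ± 0.0116 g in vehicle injected mice (SD, n = 5 mice each). Pooled over time of day, the mean was 0.233 g in 10 tumor-bearing mice and 0.121 g in 10 vehicle injected mice, a ratio of 1.93. The lightest spleen of a tumor-bearing mouse weighed 0.184 g and the heaviest spleen of a vehicle injected mouse 0.135 g. The difference, 0.112 g, had a two-sided exact permutation p of 3.15e-05 (tumor groups permuted within phase), the smallest that the 63504 assignments allow, and it stayed between 0.107 and 0.117 g with each mouse left out in turn. The dark minus light difference was 0.0103 g (exact permutation test, two-sided, p = 0.327). From its tests of these group means the paper reports larger spleens in tumor-bearing mice and no differences in masses or volumes by time of day.

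**Figure D1:**
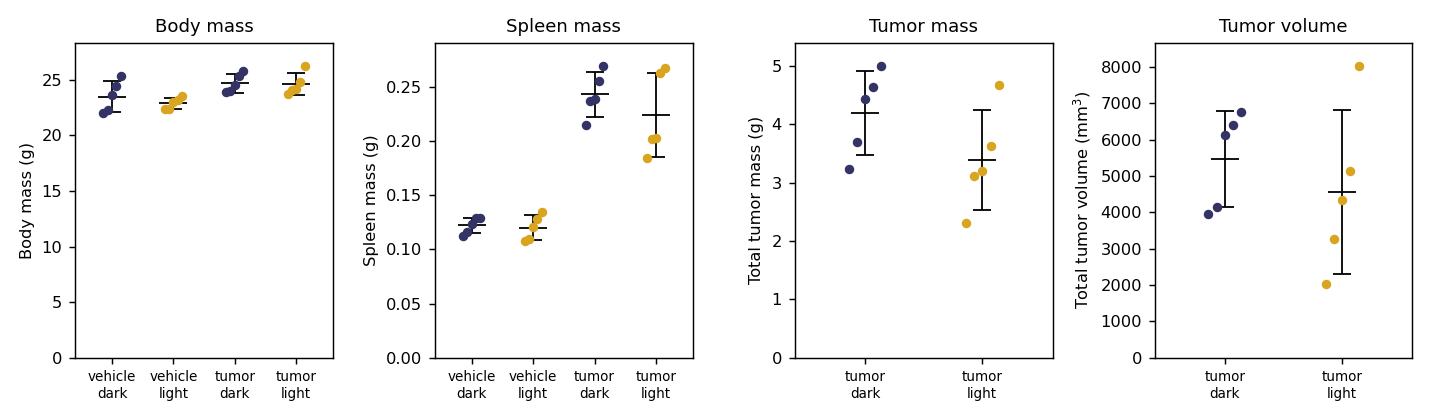
Body mass, spleen mass, total tumor mass (all in g) and total tumor volume (in mm3) of each mouse, by tumor group and phase; horizontal bars are group means and error bars are SD (n = 5 mice per group). The spleens of tumor-bearing mice, from 0.184 to 0.269 g, all lie above those of vehicle injected mice, from 0.107 to 0.135 g.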

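Expression was measured with the nanoString nCounter Mouse Neuroinflammation Panel, which counts barcoded probes hybridized to each transcript, in hippocampus, hypothalamus and brain stem of the same 20 mice. The series lists 60 samples, 5 per region, tumor group and phase, and 56 of them have values. The sample labels state that outliers by the raw data were left out. There were no values for the brain stem of mouse 8 (vehicle, mid-dark) or for the hypothalamus of mice 12 and 32 (vehicle, mid-dark) and mouse 10 (vehicle, mid-light), which left 3 hypothalamus samples of vehicle injected mice at mid-dark, 4 at mid-light, and 4 brain stem samples of vehicle injected mice at mid-dark. The authors subtracted background and normalized the counts in nSolver, then applied quantile normalization in Partek and deposited log2 values of 770 genes. These run from -0.371716 to 15.3618, with sample medians between 8.07 and 8.09. Raw counts were not used here, so the depth behind each value is unknown. A gene with the same value in every sample of a region was not tested there, a rule set after the data were seen. For each region, a linear model with a mean for each of the 4 groups was fitted to the log2 values of each gene, with 16 residual degrees of freedom in hippocampus, 13 in hypothalamus and 15 in brain stem, the numbers that the p values and limits in Supplementary Table 1 imply. The log2 FC is the tumor minus vehicle difference within a phase. DEGs by p value used the ordinary p value of this model, and limma's moderated test with Benjamini-Hochberg adjustment over all genes of a region and phase was run beside it.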

Relative expression level for each of the 770 genes in the assay was calculated for each of 3 brain regions at the two different times of day for sample collection, initially forming 6 groups. 

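At an unadjusted p value under 0.05, the tumor minus vehicle comparison gave 52 DEGs in hippocampus at mid-dark (33 upregulated, 19 downregulated) and 62 at mid-light (28 and 34). In hypothalamus there were 35 at mid-dark (18 and 17) and 40 at mid-light (23 and 17), and in brain stem 52 at mid-dark (26 and 26) and 36 at mid-light (22 and 14). With 770 genes, 38.5 are expected by chance in each comparison. Among 100 splits of the same mice into groups of the same sizes, as many genes passed in 42 for hippocampus at mid-dark and 7 at mid-light, in 45 for hypothalamus at mid-light, and in 17 for brain stem at mid-dark and 55 at mid-light. For hypothalamus at mid-dark this was so in 22 of the 56 possible splits. The alternative that moved these counts most left out 1 mouse at a time, with 30 to 59 DEGs in hypothalamus at mid-light. By limma's adjusted p value under 0.05, 1 gene passed in hippocampus at each time of day (Lcn2), none in hypothalamus, 2 in brain stem at mid-dark (Lcn2 and Ly6a) and 5 in brain stem at mid-light (Lcn2, Il1r1, Ch25h, Osmr and Ly6a). In brain stem at mid-light this number fell to 1 when only the 2 groups compared were fitted.

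**Figure D2:**
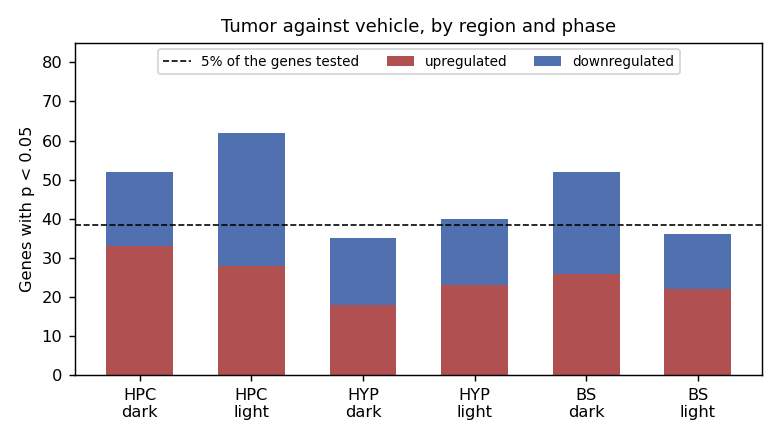
Number of genes with an unadjusted p value under 0.05 for tumor-bearing against vehicle injected mice in hippocampus (HPC), hypothalamus (HYP) and brain stem (BS), by phase, split into upregulated and downregulated genes. The dashed line marks the 38.5 genes expected by chance, and the counts range from 35 to 62.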

Within each group pre-planned comparisons of tumor-bearing to vehicle injected mice were performed, and from these comparisons each of the data filtering methods were applied to identify differentially expressed genes (Fig. 1B, Suppl Table 1). DEGs identified for each brain region were combined to form a whole brain list of unique upregulated and downregulated DEGs for further comparisons (Suppl Table 2). 

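Pooled over the 3 regions, the lists by p value held 66 genes upregulated at mid-dark, 51 upregulated at mid-light, 56 downregulated at mid-dark and 60 downregulated at mid-light, 210 unique genes in all. A stricter threshold of 0.01 moved these lists most, to 20, 20, 14 and 15 genes. The lists by log2 FC held 34, 29, 32 and 31 genes (90 unique) and those by both filters 15, 14, 14 and 9 (46 unique). Over the 6 comparisons, 231 calls at a p value under 0.05 are expected by chance, before the regions are pooled.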

First gene lists were compared for overlap among regulation status and time of day. As predicted, there was little overlap between DEGs at mid-dark compared to DEGs at mid-light (Fig. 2). Indeed, regardless of DEG filtering method only 2.7–22.2% of genes were consistently differentially expressed independent of time of day in the brains of mammary tumor-bearing mice compared to vehicle injected mice (Fig. 2).

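The overlap of each pair of lists was taken as the genes on both the mid-dark and the mid-light list of a direction, as a percent of the genes on either, with Wilson 95% intervals. By p value, 14 of 103 upregulated genes were on both lists (13.6%, interval 8.27 to 21.5) and 3 of 113 downregulated genes (2.65%, interval 0.907 to 7.52). By log2 FC, 11 of 52 upregulated genes (21.2%, interval 12.2 to 34) and 9 of 54 downregulated genes (16.7%, interval 9.02 to 28.7) were on both. By both filters the numbers were 6 of 23 (26.1%, interval 12.5 to 46.5) and 0 of 23 (interval 0 to 14.3). The intervals cover counting error over genes and not the variation between mice. With the p threshold at 0.01 the overlap of upregulated genes was 29% by p value and 50% by both filters, and with sharing counted only in the same region the overlap of downregulated genes by p value was 0.885%.

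**Figure D3:**
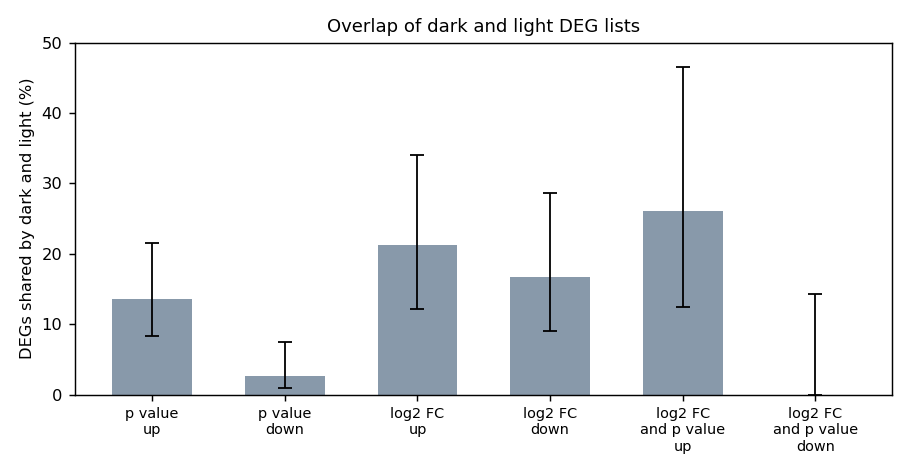
Percent of DEGs found at both mid-dark and mid-light, of those found at either, for upregulated and downregulated lists under each filter; error bars are Wilson 95% intervals. The overlap ranges from 0 for genes downregulated by both filters to 26.1% for genes upregulated by both filters.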

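The genes called at 1 time of day were also read at the other. Among the 139 calls by p value at mid-dark, 84 (60.4%, Wilson interval 52.1 to 68.2) had a mid-light log2 FC of the same sign in the same region, and of the 138 calls at mid-light 83 (60.1%) had the same sign at mid-dark. For calls by both filters these were 23 of 36 (63.9%) from mid-dark and 28 of 32 (87.5%, interval 71.9 to 95) from mid-light. The overlap was also computed for mice of each tumor group assigned at random to mock phases, 100 times, after the mean effect of phase had been removed from each gene. For upregulated genes by p value the median mock overlap was 14.5% (range 8.72 to 23.6), and 38 of the 100 mock assignments gave an overlap as small as the observed one. For downregulated genes by p value the median was 6.25% (range 1.8 to 12.1), and 2 assignments gave one as small. As small an overlap arose in 75 and 45 of 100 assignments for genes up- and downregulated by log2 FC, and in 57 and 51 for genes up- and downregulated by both filters. The smallest of these counts was not adjusted for the 6 lists compared.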

**Figure 1:**
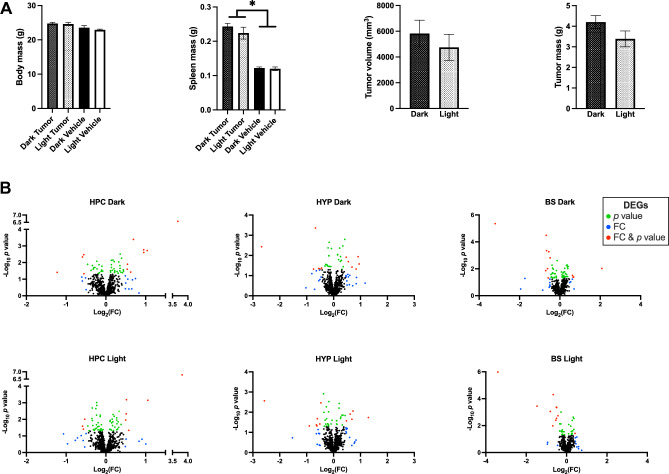
(**A**) Body mass, total bilateral tumor mass, and total bilateral tumor volume did not differ due time of day (*p* > 0.05). Mammary tumor bearing mice had larger spleens than their vehicle-injected counterparts (*p* < 0.05). (**B**) Volcano plots of gene expression comparing mammary tumor-bearing to vehicle-injected mice, by brain region and time of day. Horizontal line represents *p* = 0.05 cutoff, vertical dashed lines represent a cutoff of + /– 2 SD of Log_2_ FC value for each experimental group. *HPC* hippocampus, *HYP* hypothalamus, *BS* brain stem. Green = DEGs by *p* value, blue = DEGs by FC cutoff, red = genes by both *p* value and FC cutoff.

**Figure 2:**
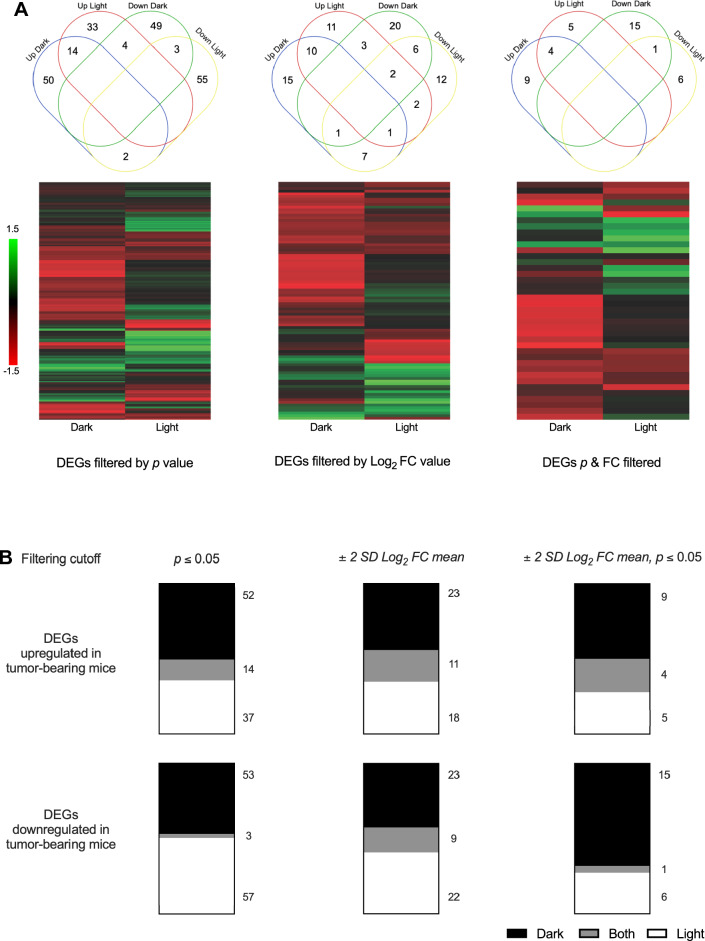
(**A**) Upper; Venn diagrams of overlap and separation between upregulated and downregulated DEGs in the brains of mammary tumor-bearing compared to vehicle-injected mice by time of day, as determined by three separate filtering methods. Lower; Expression heatmaps of all DEGs in tumor-bearing mice comparing dark to light phases. (**B**) Ratios of DEGs in the brains of mammary tumor-bearing mice compared to vehicle-injected mice by time of day, as determined by three separate filtering methods. Top: upregulated DEGs. Bottom: downregulated DEGs. Colors indicate time of day of differential expression. Numbers to the right are *n* of DEGs in each category. NB: there are few genes that are differentially expressed in the brains of mammary tumor-bearing mice independent of time of day of sampling (gray).

In the dark phase, DEGs in the brain upregulated by peripheral tumors identified by *p* < 0.05 cutoff included 20 GO biological processes, whereas sample collection in the light phase only captured differences in 16 GO processes (Fig. 3A). Similarly, downregulated DEGs sampled in the dark represented 15 GO processes, whereas collection in the light phase represented 20 GO processes (Fig. 3B). 

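By p value, the genes upregulated at both times of day were Bcl2l1, Ch25h, Esam, Fas, Fcgr2b, Hdac6, Il1r1, Lcn2, Lrg1, Ly6a, Osmr, Ptgs2, Slc2a1 and Tgm2. For 11 of them the same region passed at both times, and Esam, Fcgr2b and Hdac6 passed in different regions. The genes downregulated at both times were Emcn, Kcnj10 and Trim47, of which Emcn passed in the same region. When sharing required the same region, the overlap of downregulated genes was 0.885% in place of the pooled value. No gene was on an upregulated and a downregulated list of the same phase by this filter.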

There was very little overlap in upregulated (Fig. 3C) or downregulated (Fig. 3D) individual DEGs between the dark and light phases. GO biological process enrichment networks for upregulated (Fig. 3E,F) and downregulated (Fig. 3G,H) genes visibly differ based on time of day of sample collection.

**Figure 3:**
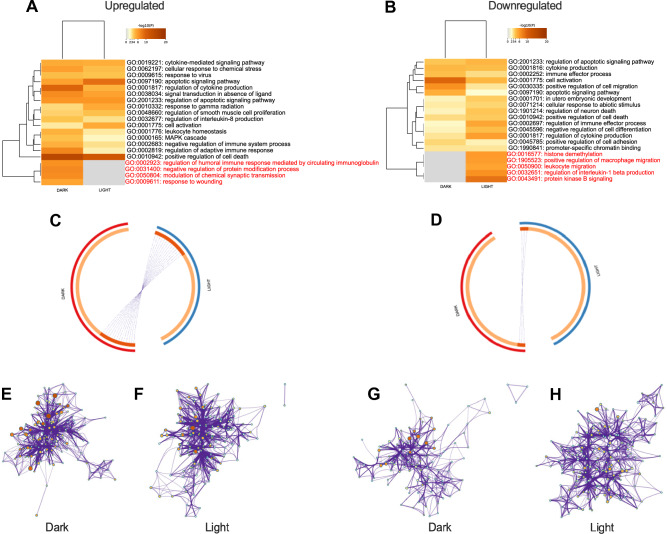
Metascape analyses of DEGs in the brains of mammary tumor-bearing mice compared to vehicle-injected mice using a *p* value cutoff of 0.05. Left column upregulated in tumor-bearing mice; right column downregulated in tumor-bearing mice. (**A**,**B**) heatmaps of GO biological processes affected by the DEGs by time of day. GO biological processes in red font are only affected during one time of day. (**C**,**D**) circos plot of overlap of individual unique genes by time of day. Outer ring red = dark, blue = light. Inner ring, dark orange represents shared genes across time of day, light orange represents unique genes to each time of day, purple lines connect individual shared genes between lists. Amount of dark red inner arc and number of purple lines indicate overlap between times of day. (**E**–**G**) GO biological enrichment networks of DEGs: (**E**) upregulated in dark, (**F**) upregulated in light, (**G**) downregulated in dark, (**G**) downregulated in light.

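The 2 SD limits lay at a log2 FC of ± 0.46 in hippocampus at both times of day, ± 0.44 and ± 0.43 in hypothalamus at mid-dark and mid-light, and ± 0.48 and ± 0.41 in brain stem. Outside them were 25 and 22 genes in hippocampus, 33 and 31 in hypothalamus, and 24 and 22 in brain stem at mid-dark and mid-light. Of these 157 calls, 109 (69.4%) were of genes with a mean log2 value under 5 in the region, a level that 18.4% of the panel falls under. Limits set from the median absolute deviation moved the lists most, to 115, 130, 143 and 138 genes for upregulated dark, upregulated light, downregulated dark and downregulated light.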

DEGs in the brains of tumor bearing mice identified by Log_2_ FC cutoff also differed significantly dependent on the time of day of sample collection. During the dark phase, 10 GO processes were affected by peripheral tumors, whereas only 5 were affected during the light phase (Fig. 4A). 75% of the GO processes altered by peripheral mammary tumors were time of day dependent. Similarly, almost 70% of downregulated GO processes were time of day dependent, with 14 GO processes altered in the dark phase and 7 when sampled in the light (Fig. 4B). In common with *p* value filtered data, Log_2_ FC filtered DEGs identified during the dark phase had little overlap with those from the light phase (Fig. 4C,D), and enrichment networks varied dependent on time of day of sample collection (Fig. 4E–H).

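The upregulated genes shared by log2 FC were Ch25h, Dlx1, Dnmt3b, Gzma, Il1r1, Kir3dl1, Lcn2, Lrg1, Ly6a, Prf1 and Ptgs2, and 10 of these 11 passed in the same region at both times. The downregulated genes shared were Cd209e, E2f1, Eomes, Kif2c, Ms4a2, Nlrp3, Slc17a7, Tnfsf4 and Trat1, of which 5 passed in the same region. Because regions were pooled, a gene could be on lists of opposite direction in the same phase. Examples are Cd209e at mid-dark, and Eomes, Prf1, Trat1 and the Y-linked gene Uty at mid-light.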

**Figure 4:**
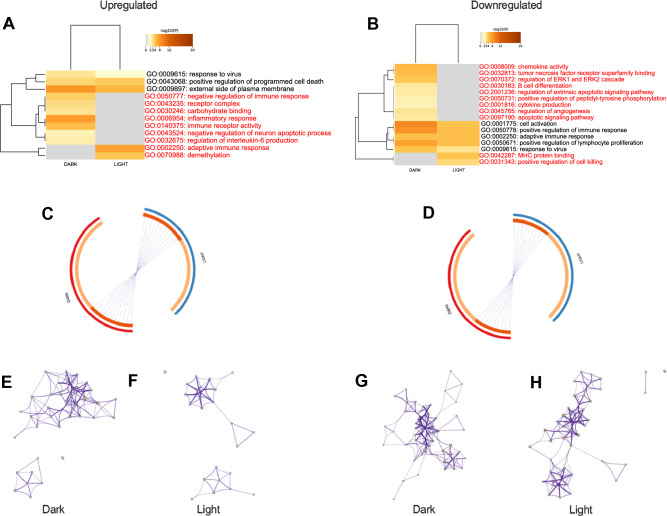
Metascape analyses of DEGs in the brains of mammary tumor-bearing mice compared to vehicle-injected mice as determined by using a cutoff of + /– 2 SD from the mean of the Log_2_ FC value. Left column upregulated in tumor-bearing mice; right column downregulated in tumor-bearing mice. (**A**,**B**) Heatmaps of GO biological processes affected by the DEGs by time of day. GO biological processes in red font are only affected during one time of day. (**C**,**D**) circos plot of overlap of individual unique genes by time of day. Outer ring red = dark, blue = light. Inner ring, dark orange represents shared genes across time of day, light orange represents unique genes to each time of day, purple lines connect individual shared genes between lists. Amount of dark red inner arc and number of purple lines indicate overlap between times of day. (**E**–**H**) GO biological enrichment networks of DEGs: (**E**) upregulated in dark, (**F**) upregulated in light, (**G**) downregulated in dark, (**H**) downregulated in light.

Applying the most restrictive filters to identify DEGs, ± 2SD Log_2_ FC and *p* < 0.05 cutoffs, revealed a similar pattern of the strong effects of time of day of sample collection on gene expression and GO biological process networks in the brain altered by peripheral mammary tumors (Fig. 5). Indeed 2/3 of upregulated processes and over 85% of downregulated GO processes were time of day dependent (Fig. 5A–G).

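By both filters, the genes shared between mid-dark and mid-light were Ch25h, Il1r1, Lcn2, Lrg1, Ly6a and Ptgs2, all upregulated and each in the same region at both times. Lcn2 in hippocampus was 7.26 ± 0.57 in tumor-bearing and 3.59 ± 0.5 in vehicle injected mice at mid-dark (log2 values, SD, n = 5 mice each), a log2 FC of 3.67 (standard error 0.41, adjusted p = 3.71e-05 from limma). At mid-light its log2 FC in hippocampus was 3.81 (standard error 0.41, adjusted p = 2.12e-05), and in brain stem it was 3.21 at mid-dark (adjusted p = 0.00066) and 3.41 at mid-light (adjusted p = 0.000128). In hypothalamus Lcn2 rose by 2.68 at mid-dark and 2.57 at mid-light, with adjusted p values of 0.451 and 0.473. Ly6a in brain stem had a log2 FC of 0.68 at mid-dark (standard error 0.11, adjusted p = 0.00543) and 0.49 at mid-light (adjusted p = 0.0403). The mid-light value of Ly6a had adjusted p values from 0.0228 to 0.23 over the alternatives tried. Il1r1 in brain stem rose by 0.55 at mid-dark (adjusted p = 0.0571, from 0.00838 to 0.335 over the alternatives) and by 0.66 at mid-light (adjusted p = 0.00795, from 0.000206 to 0.0791). Ch25h rose by 1.46 in brain stem at mid-light (standard error 0.30, adjusted p = 0.0344, from 0.0174 to 0.132). At mid-dark Ch25h rose there by 0.50 (adjusted p = 0.834). In hippocampus Ch25h rose by 0.95 at mid-dark (adjusted p = 0.196, from 0.0424 to 0.531). Its rise in hippocampus at mid-light was 1.06 (adjusted p = 0.105). Lrg1 in brain stem rose by 0.66 and 0.50 at mid-dark and mid-light (adjusted p = 0.0563 and 0.142). Over the alternatives these adjusted p values ran from 0.0101 to 0.282 and from 0.0272 to 0.383. Ptgs2 in brain stem rose by 0.61 and 0.80 (adjusted p = 0.385 and 0.0527). Its adjusted p values ran from 0.234 to 0.856 and from 0.0378 to 0.261. The mid-dark and mid-light log2 FCs of these genes were not told apart by the interaction test, whose adjusted p values were 0.944 or above in the regions given. Before adjustment, the interaction of Ch25h in brain stem, -0.96, had a limma p of 0.041.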

**Figure 5:**
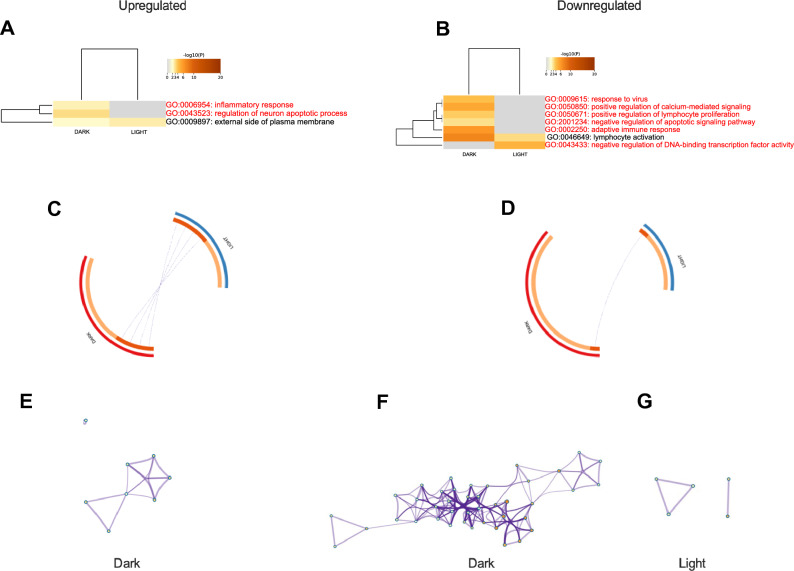
Metascape analyses of DEGs in the brains of mammary tumor-bearing mice compared to vehicle-injected mice as determined by using a cutoff of + /– 2 SD from the mean of the Log_2_ FC value, combined with a *p* value cutoff of 0.05. Left column upregulated in tumor-bearing mice; right column downregulated in tumor-bearing mice. (**A**,**B**) Heatmaps of GO biological processes affected by the DEGs by time of day. GO biological processes in red font are only affected during one time of day. (**C**,**D**) Circos plot of overlap of individual unique genes by time of day. Outer ring red = dark, blue = light. Inner ring, dark orange represents shared genes across time of day, light orange represents unique genes to each time of day, purple lines connect individual shared genes between lists. Amount of dark red inner arc and purple lines indicate overlap between times of day. (**E**–**H**); GO biological enrichment networks of DEGs: (**E**) upregulated in dark, (**F**) downregulated in dark, (**H**) downregulated in light.

## Discussion

Taken together, regardless of which method of filtering is used to identify significant changes in gene expression, our data clearly reveal that time of day has a significant effect on expression patterns of immune markers in the brain driven by peripheral mammary tumors (Fig. 6). Indeed, at best only ~ 20% of DEGs are consistently up- or down-regulated independent of time of day of sampling. 

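Whether the tumor effect differed between times of day was tested directly as the interaction, the mid-dark minus the mid-light tumor log2 FC, with limma. By adjusted p value under 0.05, no gene passed in hippocampus, hypothalamus or brain stem, where the smallest adjusted p values were 0.48, 0.487 and 0.657. Leaving out 1 mouse at a time moved this most, to 1 gene in hippocampus (Cd68). At an unadjusted p value under 0.05, 47, 20 and 28 genes passed, and 39, 74 and 57 of 100 mock assignments of the mice to phases gave as many. The genes with the smallest interaction p values were Cd68 in hippocampus (interaction 0.53 on the log2 scale, standard error 0.14), Gadd45g in hypothalamus (-0.52, standard error 0.12) and Setdb1 in brain stem (-0.50, standard error 0.14). Across genes, which are not independent replicates, the mid-dark and mid-light log2 FCs had a Pearson r of 0.39 in hippocampus, 0.41 in hypothalamus and 0.34 in brain stem, and a Spearman rho of -0.03, 0.24 and 0.08. Without Lcn2 the r values were 0.07, 0.28 and 0.06. An r as small as the one with all genes arose in 67, 84 and 26 of the 100 mock assignments. The r without Lcn2 was not set against mock assignments. Whichever filter was used, the paper concludes that expression of immune markers in the brains of tumor-bearing mice depended significantly on time of day. It cites the small share of DEGs found at both times, after also reporting differences in GO processes and networks.

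**Figure D4:**
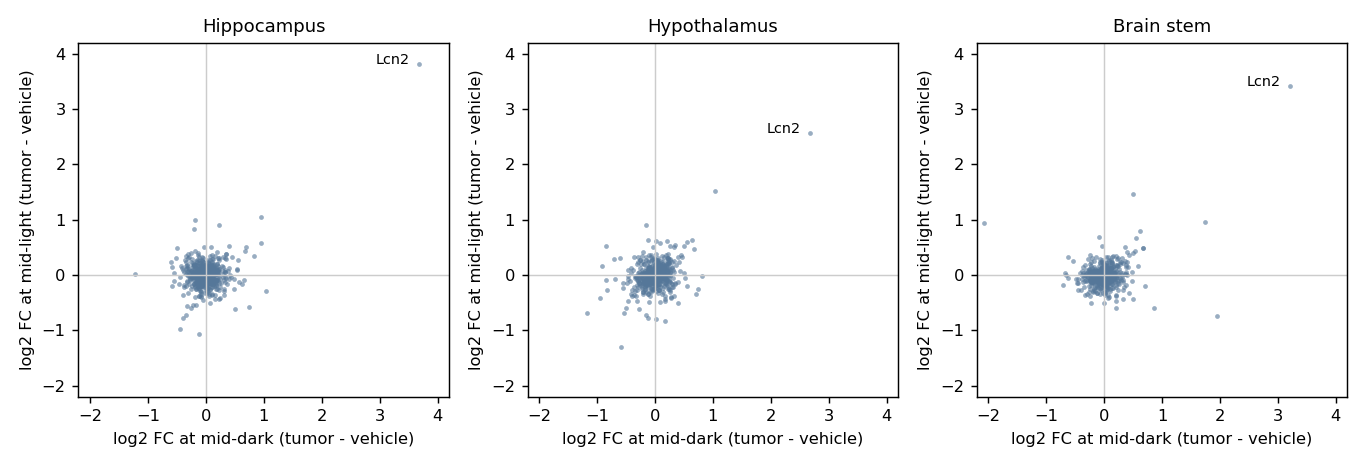
Tumor minus vehicle log2 FC of each gene at mid-dark (horizontal axis) and mid-light (vertical axis) in each brain region; each point is a gene. Lcn2 lies apart from the other genes at both times of day, at 3.67 and 3.81 in hippocampus.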

The implications of these time-of-day effects are obvious; significant sampling bias will be introduced into data if time of day is not considered as a critical biological variable. Although several studies have investigated the effects of breast cancer and cancer treatment on neurological and behavioral outcomes^10–12,34^, very few have considered the time of day of tissue sampling^27,35^.

**Figure 6:**
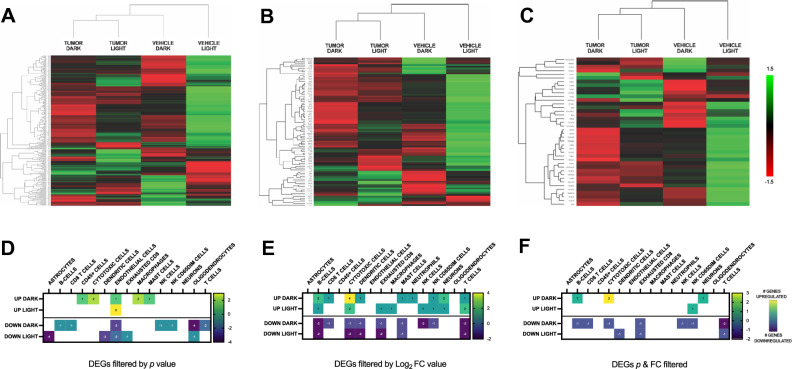
(**A**–**C**) Expression heatmaps of all DEGs in tumor-bearing and vehicle-injected mice by phase. Please see Suppl Table 1 for the lists of DEGs. (**D**–**F**) Heatmaps of DEG immune cell-type markers^30^ in tumor-bearing mice. Numbers inside blocks indicate the number of individual cell type specific DEGs; negative numbers are downregulated, positive are upregulated. (**A**,**D**) filtered by *p* value; (**B**,**E**) filtered by Log_2_ FC value; (**B**,**E**) filtered by Log_2_ FC and *p* value.

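Supplementary Table 2 labels 49 genes by cell type, under 16 labels, and 48 of them are on the panel under the same symbol. That table lists DEGs, so the labelled genes had already passed a filter in the same data. How many of them pass here is therefore no test of enrichment. On the lists by p value, 8 labelled genes were upregulated and 13 downregulated at mid-dark, and 3 and 11 at mid-light. By log2 FC there were 14 and 12 at mid-dark and 10 and 10 at mid-light, and by both filters 3 and 6 at mid-dark and 0 and 3 at mid-light. The labels with most genes in 1 direction by p value were oligodendrocytes at mid-dark (Bcas1, Erbb3, Tmem88b and Ugt8a downregulated) and astrocytes at mid-light (Egfr, Gdpd2, Itga7 and Sox9 downregulated), which are named because of their counts. None of the labelled genes had an adjusted p value under 0.05 at either time of day in any region, where 7, 3 and 12 had an unadjusted p value under 0.05 at mid-dark and 5, 7 and 5 at mid-light in hippocampus, hypothalamus and brain stem. The interaction gave no labelled gene by adjusted p value, and 7, 1 and 5 by unadjusted p value.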

Among the few papers that have explored gene expression changes in brain tissue from mice with peripheral mammary tumors based on time of day of sampling, several similarities emerge. Peripheral mammary tumors alter rhythms in hypothalamic circadian-regulated gene expression^35^. In common with our results, time of day specific effects on gene expression in the brains of tumor bearing mice have also been reported for *Cd8a, Ccl5, Cxcl10, Il1b,* and *Tlr7* (Suppl Table 1, see Table S1 in Ref.^27^). Furthermore, time of day specific dysregulation of expression patterns in the brains of tumor bearing mice is seen in genes of the Ifn, Tnf, Stat, and Il6 signaling pathways (Suppl Table 1 and Table S1 in Ref.^27^). 

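Each of these genes is given here in the regions with its smallest p value at mid-dark and at mid-light. Il1b in brain stem was 4.86 ± 0.08 in tumor-bearing mice (SD, n = 5) and 4.42 ± 0.48 in vehicle injected mice (n = 4) at mid-dark, a log2 FC of 0.44 (standard error 0.17, limma adjusted p = 0.572). At mid-light its log2 FC there was -0.33 (adjusted p = 0.979), and the interaction was 0.77 (standard error 0.23, adjusted p = 0.657). Tlr7 in brain stem at mid-dark was 5.11 ± 0.07 against 4.63 ± 0.17 (SD, n = 5 and 4), with every tumor-bearing mouse above every vehicle injected mouse. Its log2 FC was 0.48 (standard error 0.12, adjusted p = 0.144, from 0.0479 to 0.567 over the alternatives), and its interaction had an adjusted p of 0.945, while in hypothalamus at mid-light it fell by 0.21 (adjusted p = 0.962). Cd8a fell by 0.55 in hippocampus at mid-dark (adjusted p = 0.638) and by 0.33 in brain stem at mid-light (adjusted p = 1), where the vehicle injected group had a mouse at 1.87 and the others between 2.59 and 2.87. Cxcl10 fell by 0.84 in hypothalamus at mid-dark (standard error 0.36, adjusted p = 0.888), with 3 vehicle injected mice, and by 0.35 in brain stem at mid-light (adjusted p = 1). Ccl5 fell by 0.49 in hypothalamus at mid-dark (standard error 0.33, adjusted p = 0.98), a change that became 0.02 with 1 mouse left out, and rose by 0.41 in hippocampus at mid-light (adjusted p = 0.66). In the same regions at the other time, Cd8a changed by 0.04 in hippocampus and 0.02 in brain stem. Cxcl10 changed by -0.28 in hypothalamus and 0.21 in brain stem, and Ccl5 by -0.14 in hypothalamus and -0.26 in hippocampus. No interaction of these genes passed adjustment in those regions. Among Cd8a, Cxcl10 and Ccl5 the largest was -0.67 for Ccl5 in hippocampus (limma's unadjusted p = 0.0282, adjusted p = 0.643). In brain stem, limma's unadjusted p of the interaction was smaller for Il1b (0.00427) and Tlr7 (0.0219). The mean log2 values of Cd8a, Ccl5, Cxcl10 and Il1b were under 5 in all 3 regions.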

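The panel holds 2 genes whose symbols begin with Ifn, 15 with Tnf and 1 with Il6. Genes were taken by symbol alone, so members of the paper's pathways with other symbols are not covered. By unadjusted p value, Tnfrsf1a, Tnfsf4 and Tnfsf8 were DEGs at mid-dark and Tnfrsf4 and Tnfsf10 at mid-light, while Ifnar1 and Il6ra were DEGs at mid-light, and none of these genes was a DEG at both times. The 15 Tnf genes passed in 5 of 90 tests, with 4.5 expected by chance, and in 3 of 45 interaction tests. By limma's adjusted p value under 0.05 no gene of these families passed at mid-dark or mid-light. Their smallest adjusted p values for the interaction were 0.727 for Ifn, 0.679 for Tnf and 0.764 for Il6. Of the Tnf members taken by the naming rule, Tnfsf8 fell by 0.68 in hypothalamus at mid-dark (standard error 0.28, adjusted p = 0.888) and Tnfsf10 fell by 0.33 in hippocampus at mid-light (standard error 0.13, adjusted p = 0.505). Il6ra rose by 0.31 in hypothalamus at mid-light (adjusted p = 0.688), and Ifnar1 and Ifnar2 fell by 0.11 and 0.12 in brain stem at mid-light (adjusted p = 0.804 and 1).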

In further support of our results, previous work examining 88 immune-response genes reported that between light and dark there was overlap in only 3 of 18 DEGs (16.7%) in the hypothalamus of peripheral mammary tumor-bearing mice (see Fig. 5E in Ref.^27^), which falls within the range of overlap we report (2.7–22.2%, Fig. 2).

Environmental light is the primary signal used by organisms to entrain their circadian rhythms to the external environment to optimize functioning of biological processes^36^. Although many preclinical research models of human health and disease are based on nocturnal rodents, the circadian rhythms of biological processes depend more upon the active and inactive phases of the organism and not necessarily whether they coincide with environmental light or dark phases^37^. Thus, the applicability of research in nocturnally-active rodents to diurnally-active human diseases states may depend more upon asking the appropriate biological questions during the same activity phase in whatever species is being studied. A more thorough approach would be to appropriately sample across the day, from both active and inactive phases, to identify the circadian profiles of the biological processes underlying whatever is being studied^2^. Only this approach will lead to a more holistic understanding of the disease or physiological process being studied.

## Conclusions

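The 3 regions of a mouse were also analysed in 1 limma model with the mouse as a block (correlation 0.136), which averages the tumor effect over regions. By adjusted p value under 0.05, 5 genes changed at mid-dark (Lcn2, Ly6a, Lrg1, Hspb1 and Osmr) and 15 at mid-light, and 4 of the 16 genes passed at both times (Lcn2, Lrg1, Ly6a and Osmr). Without the block the counts were 7 and 18. Of the 16 genes, 13 changed in the same direction at both times. The interaction averaged over regions, a test added after the data were seen, gave Gadd45g alone, with a tumor effect of -0.12 at mid-dark and 0.30 at mid-light (interaction -0.42, adjusted p = 0.00845), and 13 of 100 mock assignments of mice to phases gave at least 1 gene. Time of day itself was compared within vehicle injected and within tumor-bearing mice. By adjusted p value under 0.05, 19 and 8 genes differed between mid-dark and mid-light in hippocampus, 2 and 8 in hypothalamus, and 10 and 6 in brain stem. With only the 2 groups compared in the model, 0 genes passed this threshold for tumor-bearing mice in hippocampus, where 95 had an unadjusted p value under 0.05 in the 4-group model. Opalin was lower at mid-dark in every region in both tumor groups, by limma's log2 values from -1.29 to -1.02. In vehicle injected mice its adjusted p values were 1.38e-08 in brain stem, 0.00114 in hippocampus and 0.0133 in hypothalamus, where only 3 and 4 mice had values and the adjusted p ranged from 0.00304 to 0.258 over the alternatives. In 2 of these groups, vehicle injected mice at mid-dark in brain stem and at mid-light in hippocampus, 1 mouse lay apart from the others, by less than the difference between the times of day. Pllp was lower at mid-dark by log2 values from -0.92 to -0.61, with limma's adjusted p of 0.0958 in hypothalamus of vehicle injected mice. In the same region and mice Slc2a5 was also lower at mid-dark (log2 value -0.67, limma's adjusted p = 0.00858, from 0.00291 to 0.19 over the alternatives). Other genes were higher at mid-dark in vehicle injected mice, among them Hspb1 in brain stem (log2 value 0.74, limma's adjusted p = 0.00352) and Nwd1 in hippocampus (0.34, adjusted p = 0.00435). In the model with the mouse as a block, which averages over the 3 regions, 31 genes were higher and 21 lower at mid-dark in vehicle injected mice (adjusted p value under 0.05).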

Time of day significantly alters the immune transcriptome in the brains of mice with mammary tumors when compared to vehicle-injected mice. Sampling bias by measuring physiological variables or collecting tissues and not controlling for time of day will introduce experimental variability and significantly alter interpretation of experimental outcomes based on the number of biological processes that vary based on time of day.

### Supplementary Information

Supplementary Table 1.

Supplementary Table 2.

Supplementary Legends.

## Data Availability

The datasets used and/or analyzed during the current study have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE249022 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE249022).

## Abbreviations

LD: Light:Dark
ZT: Zeitgeber time
HYP: Hypothalamus
HPC: The hippocampus
BS: Brainstem
DEGs: Differentially expressed genes
SD: Standard deviation
FC: Fold change

# Supplementary material for: Time of day bias for biological sampling in studies of mammary cancer
**Source:** Sci Rep. 2024 Jan 8;14:848. doi: 10.1038/s41598-023-50785-y
**Supplement:** Supplementary file 3 — Supplementary Legends.

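Supplementary Table 1 gives, for each gene and region, the p value, ratio and limits of each comparison between groups. The p values obtained here from the 4-group model were set beside those of the table for the 647 genes that could be matched, in the hippocampus and hypothalamus comparisons at both times of day and the brain stem comparison at mid-dark. All 647 differed by less than 1 percent in each of these 5 comparisons, with median relative differences from 4.2e-05 to 5.2e-05. The brain stem comparison at mid-light was not compared here.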

Table 1 List of all genes, the respective analyses, and NCBI classification data. Abbreviations: BS - brain stem, Hippo - hippocampus, Hy - hypothalamus,

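Supplementary Table 2 holds the lists of unique DEGs from which the overlaps were counted, 4 lists for each of the 3 filters. The lists by p value obtained here hold the same 66, 51, 56 and 60 genes as the table, and the lists by log2 FC the same genes apart from the naming of Cd244, which the table gives as Cd244a. Of the genes listed there by both filters, 11, 8, 12 and 6 were also obtained here for upregulated dark, upregulated light, downregulated dark and downregulated light.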

Table 2 List of all DEGs identified by each filtering method, sorted by phase and direction of regulation. Genes with confirmed cell type marker characteristics 30 are labeled by cell type.

How the deposited data were processed for this re-analysis (not part of the article)

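RNA from hippocampus, hypothalamus and brain stem of 20 female mice was assayed with the nanoString nCounter Mouse Neuroinflammation Panel, 5 mice in each of 4 groups (tumor-bearing or vehicle injected, collected at mid-dark or mid-light). The deposited values are log2 expression values of 770 genes, which the authors made from nCounter counts by negative background subtraction, positive control normalization and codeset content normalization in nSolver, followed by quantile normalization in Partek. The series lists 60 samples. Values for 56 were analysed; the labels state that outliers by the raw data were left out before normalization, and none were analysed here for the brain stem of mouse 8 or the hypothalamus of mice 10, 12 and 32. Raw counts were not used, so the depth of each sample is unknown and the number of mice sets the precision. Of 43120 values, 60 equal the lowest value. Body, spleen and tumor masses and tumor dimensions came from the sample labels.

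The samples were grouped by the region, tumor status, time of day and mouse number in their labels, and mice are the replicates. Models were fitted in R 4.3.3 with limma 3.58.1. For each region a linear model with 4 group means gave the tumor minus vehicle log2 FC at mid-dark and mid-light, the interaction between tumor and phase, and the dark minus light difference within each tumor group. DEG lists followed the paper's 3 filters, an ordinary p value under 0.05, a log2 FC more than 2 SD from the mean of the region and phase, and both in the same region, pooled over regions by direction and phase. The adjusted p values are from limma's moderated test with Benjamini-Hochberg adjustment over the genes of a comparison. A further model took all samples of the 3 regions with the mouse number as a block, and its fit without the block is among the alternatives. Masses and volumes were compared with exact permutation tests in Python 3.11.15 with numpy 2.4.6, and plots were drawn with matplotlib 3.10.9.

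Genes named with full statistics were chosen by a rule written before the data were examined. It took the 5 genes the paper's text names and the genes on both lists of a direction by both filters. Up to 2 genes with the smallest adjusted p value were taken per comparison. The gene with the smallest interaction p value per region was taken when none passed adjustment. For dark against light in vehicle injected mice, the 3 genes with the smallest p value per region were taken. The Y-linked genes Uty and Kdm5d were included. So were up to 2 genes of each symbol family, taken for the pathways the paper names. Members of short lists, genes of the model over the 3 regions and cell type markers are named in addition and were chosen after their values were seen. The rule that a gene with 1 value throughout a region is not tested there, which concerns 2 genes, and the interaction over the 3 regions were also chosen after the data were seen.

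Each count was recomputed under alternatives: moderated p values, only the 2 groups compared, genes with a mean log2 value of at least 5, sample medians subtracted, quantile normalization within each region, a p threshold of 0.01, limits at 3 SD or from the median absolute deviation, sharing in the same region, ordinary p values with the same adjustment, no block, without the gene with the largest fold change, other choices of tumor width, and leaving out each mouse. Counts were also set against 100 splits of the mice, or all splits where fewer exist, and overlaps against 100 mock assignments of mice to phases. The models were tested on simulated data in which 200 of the genes were changed. Changes of 1 on the log2 scale had an adjusted p value under 0.05 for 94 to 97% of the genes and changes of 0.3 for 39 to 51%. An interaction of 1 was found for 84 to 90% of the genes and one of 0.3 for 25 to 33%. Without any effect, 4.2 to 5.6% of the genes had an unadjusted p value under 0.05. The overlap of the lists by p value was 49.4 to 54.9% with the same simulated effect at both times of day and 4 to 5.2% with none.

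The gene ontology and network analyses made with Metascape were not repeated, since the term sets were not used here. No genome coordinates are given, because the values are per gene of the panel.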

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

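The splits of the samples and the tests of Opalin, Pllp and Gadd45g were chosen only after the counts and genes they concern had been seen.

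The paper shows heatmaps of its DEGs by phase in Figs. 2 and 6. All genes of the panel were compared here between mid-dark and mid-light within vehicle injected and within tumor-bearing mice. By limma's adjusted p value under 0.05 that comparison gave 19 genes in hippocampus of vehicle injected mice and 8 in hippocampus of tumor-bearing mice, 8 in hypothalamus of tumor-bearing mice, 10 in brain stem of vehicle injected mice and 6 in brain stem of tumor-bearing mice. As many genes arose in 1, 2, 2, 1 and 1 of 100 splits of the same mice, the observed split included. In hypothalamus of vehicle injected mice, with 3 mice against 4, the count was 2, reached by 2 of 35 splits. The genes past the threshold in both tumor groups were Calr, Mertk, Opalin and Pllp in hippocampus, Opalin in hypothalamus, and Calr, Opalin and Pllp in brain stem, named after their values were seen.

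Opalin and Pllp, both expressed by oligodendrocytes, were lower at mid-dark, with log2 values from -1.29 to -1.02 for Opalin and from -0.92 to -0.61 for Pllp. Chance variation in a few mice was weighed by asking whether the groups overlapped. Every mid-dark sample lay below every mid-light sample for both genes in 6 of the 6 combinations of region and tumor group. Variation in the white matter carried into the dissected region was weighed with 5 oligodendrocyte markers labelled in Supplementary Table 2 (Bcas1, Erbb3, Sox10, Tmem88b and Ugt8a). Their median shift was 8.2% of that of Opalin, from -9.6 to 36.4% over the combinations, with the highest share in hippocampus of tumor-bearing mice. Other myelin genes, named after their values were seen, also differed by adjusted p value over the 3 regions. In tumor-bearing mice Mag, Cnp, Mog, Fa2h, Enpp6 and the marker Tmem88b were lower at mid-dark, with log2 values from -0.51 to -0.33 against -1.11 for Opalin. In vehicle injected mice the marker Erbb3 and Myrf were higher, with log2 values of 0.31 and 0.22. A change in the amount of white matter may therefore account for part of the difference. With only the 2 groups compared, the adjusted p of Opalin in hypothalamus of vehicle injected mice was 0.258, and over the alternatives it ran from 0.00304 to 0.258. A difference in handling between the collection times was not tested, because no batch is given. A candidate explanation is that expression of Opalin and Pllp varies with time of day, a hypothesis that cannot be told apart from such a difference in handling.

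Gadd45g was the gene whose tumor effect averaged over the 3 regions differed between phases, with an adjusted p of 0.00845. The effect was -0.12 at mid-dark and 0.30 at mid-light, and the interaction -0.42 (standard error 0.085). Without the mouse as a block the count of genes was likewise 1. A dependence on a few mice was tested by leaving out each mouse. The highest unadjusted p was then 5.38e-05, and the adjusted p ranged from 0.00277 to 0.0414 over the 20 fits. In the separate regions its interaction was -0.40 in hippocampus, -0.52 in hypothalamus and -0.31 in brain stem, with adjusted p values of 0.503, 0.487 and 0.95. At an unadjusted p value under 0.05, 44 genes had an interaction over the 3 regions, and 32 of 100 mock assignments of mice to phases gave as many. At least 1 gene with an adjusted p under 0.05 arose in 13 of the 100 assignments, so the interaction of Gadd45g may be a chance result. A tumor response of Gadd45g that depends on the time of day is a hypothesis that remains beside it.

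In 5 groups a sample lay far from the others, judged by its gap to the nearest sample divided by the range of the group. Cd8a in brain stem of vehicle injected mice at mid-light had a ratio of 0.724 (mouse 6 at 1.87, the others from 2.59 to 2.87). Opalin had a ratio of 0.921 in brain stem of vehicle injected mice at mid-dark (mouse 4 at 9.07, the others from 8.82 to 8.84) and of 0.791 in hippocampus of vehicle injected mice at mid-light (mouse 30 at 9.38, the others from 9.8 to 9.91). Uty had a ratio of 0.895 in brain stem of vehicle injected mice at mid-dark (mouse 32 at 4.7, the others from 4.98 to 5.01) and of 0.74 in hypothalamus of tumor-bearing mice at mid-light (mouse 29 at 3.3, the others from 3.73 to 3.88). Chance gives 4.9 such samples among the 98 groups examined, and 5 different mice were involved. No technical or biological explanation was tested for these samples.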

How the results depend on the processing

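The alternative in which genes with 1 value throughout a region are tested, and all settings of the interaction over the 3 regions, were chosen only after the results were seen; the other alternatives were set before the data were examined.

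The counts of genes with an unadjusted p value under 0.05 per region and phase stayed within 1.5 times those reported under every alternative tried, from 37 to 67 and from 48 to 75 in hippocampus at mid-dark and mid-light, from 28 to 51 and from 30 to 59 in hypothalamus, and from 37 to 60 and from 31 to 44 in brain stem. Testing genes with 1 value throughout a region changed 1 of these counts, from 52 to 53 in brain stem at mid-dark. The larger spleens of tumor-bearing mice, and the absence of an interaction by adjusted p value in hypothalamus and brain stem (20 and 28 genes by unadjusted p value), held under every alternative tried for them. Subtracting sample medians and quantile normalization within each region moved median log2 FCs by at most 0.0071 and 0.00027, so that they are weak tests of the scaling. Genes near a threshold still changed, as the list downregulated at mid-dark by p value went from 56 to 61 genes with sample medians subtracted, and the list downregulated at mid-light by both filters from 9 to 11 with quantile normalization within each region. Fitting the 3 regions without the mouse as a block gave 7 and 18 genes at mid-dark and mid-light in place of 5 and 15. The alternative for values on a linear scale was not run, since the values are log2. The depth of the samples is unknown, and what it limits was not tested.

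The remaining results moved as follows, and the cause was not tested except where stated. With the p threshold at 0.01 the lists by p value held 20, 20, 14 and 15 genes (upregulated dark, upregulated light, downregulated dark, downregulated light), and the overlap of upregulated genes was 29% by p value and 50% by both filters. Counting a gene as shared only in the same region put the overlap of downregulated genes by p value at 0.885%. The overlap of downregulated genes by log2 FC was then 9.26% in place of 16.7%. It was 26.6% with limits from the median absolute deviation and 11.1% among genes with a mean log2 value of at least 5. Limits at 3 SD gave lists by log2 FC of 12, 12, 10 and 11 genes and lists by both filters of 6, 6, 6 and 3. Limits from the median absolute deviation gave 115, 130, 143 and 138 genes and, by both filters, 39, 32, 36 and 31. Among genes with a mean log2 value of at least 5, the lists by log2 FC held 16, 13, 14 and 16 genes, those by both filters 9 upregulated light, 3 downregulated dark and 3 downregulated light, and the interaction at an unadjusted p value in hypothalamus gave 13 genes. The r between mid-dark and mid-light log2 FCs was then 0.57 in hippocampus and 0.58 in hypothalamus. Without Lcn2 it was 0.07 in hippocampus, 0.28 in hypothalamus and 0.06 in brain stem, which shows how much of it rests on that gene.

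With only the 2 groups compared in the model, 2 genes passed adjustment in hippocampus at mid-dark and 1 in brain stem at mid-light, and the list downregulated at mid-dark by both filters held 7 genes. Dark against light then gave 10 genes in hippocampus of vehicle injected mice and 0 in tumor-bearing mice, 0 in hypothalamus of vehicle injected mice and 5 in tumor-bearing mice, and 3 in brain stem of tumor-bearing mice. The corresponding counts at an unadjusted p value under 0.05 in the 4-group model were 127, 95, 53, 75 and 77. With ordinary p values adjusted in the same way, 2 genes passed in brain stem at mid-light.

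Across the 20 fits that each left out 1 mouse, the number of genes by adjusted p value ran from 1 to 3 in hippocampus at each time of day, from 0 to 1 in hypothalamus at mid-dark (35 by unadjusted p value with all mice), from 2 to 5 in brain stem at mid-dark and from 2 to 6 at mid-light. The interaction in hippocampus ran from 0 to 1 gene, against 47 by unadjusted p value with all mice. Dark against light ran from 8 to 26 genes in vehicle injected and from 4 to 10 in tumor-bearing mice in hippocampus, from 0 to 4 in vehicle injected mice in hypothalamus and from 3 to 11 in tumor-bearing mice in brain stem. The lists downregulated by both filters ran from 7 to 16 genes at mid-dark and from 7 to 14 at mid-light. Over the 3 regions the counts ran from 3 to 8 at mid-dark and from 6 to 18 at mid-light. The difference in tumor mass between mid-dark and mid-light ran from 0.547 to 1.14 g, with an exact p of 0.0317 at the upper end. That in tumor volume ran from 284 to 1780 mm3, with exact p values from 0.0873 to 0.802.

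The 46 values of single genes gave 304 values under the alternatives, of which 21 changed: 11 were weaker, 8 stronger and 2 reversed. The log2 FC of Ccl5 in hypothalamus at mid-dark ran from -0.8 to 0.02 with 1 mouse left out, and that of Kdm5d in brain stem at mid-dark from -0.15 to 0.2. Neither was past the adjusted threshold in any fit, with adjusted p values from 0.656 to 0.998 and from 0.913 to 1.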

Differences from the paper's values

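The counts of the paper's genes across the fits that each left out 1 mouse were chosen only after the differences were seen, and the other tests in this part were not.

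By both filters, 14 unique genes were upregulated at mid-light, against the paper's 9 in Supplementary Table 2. Of the alternatives set before the data were examined, limits at 3 SD (6 genes), genes with a mean log2 value of at least 5 (9), only the 2 groups compared (12) and quantile normalization within each region (13) came within 1.5 times the paper's number. Moderated p values (14), sample medians subtracted (14) and limits from the median absolute deviation (32) did not. The p threshold of 0.01 also came within 1.5 times, with Ch25h, Fas, Il1r1, Lcn2, Lrg1, Ly6a, Nfkbia, Osmr, Ptgs2 and Tgm2 on the list. With each mouse left out in turn the number ran from 10 to 18.

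For genes downregulated by both filters, 0 were on the lists of both phases, an overlap of 0% against the paper's 4.55%, which rests on Eomes. As a consequence the lowest of the 6 overlaps was 0% against the 2.7% the paper's text gives. With only the 2 groups compared, the overlap was 6.25% and the lowest of the 6 was 3.74%, within 1.5 times the paper's percents. The gene shared there was Cd209e and not Eomes, and 3 of the paper's 16 genes downregulated at mid-dark were on the list, so the paper's shared gene was not recovered. The other alternatives gave 0%: moderated p values, genes with a mean log2 value of at least 5, sample medians subtracted, quantile normalization within each region, limits at 3 SD, limits from the median absolute deviation, the p threshold at 0.01 and sharing in the same region. With each mouse left out in turn it ran from 0 to 9.09%, and it was 4.76% without mouse 7 and 4% without mouse 6, with E2f1 and Cd8a as the shared genes in place of Eomes.

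The members of the lists by both filters also differ. The paper lists Dlx1 and Prf1 as upregulated at mid-dark, Kir3dl1 as upregulated at mid-light, Brca1, Eomes, Gzmb and Tnfrsf25 as downregulated at mid-dark, and Cd6 as downregulated at mid-light. Here these 8 genes had unadjusted p values, from the 4-group model, of 0.106, 0.382, 0.116, 0.0748, 0.281, 0.129, 0.0836 and 0.0951 in that order. Of the alternatives, only the model of the 2 groups compared called 1 of them, Cd6. Among the fits that left out 1 mouse, Brca1 was called in 4 of 20, Gzmb in 2, Cd6 in 1 and Kir3dl1 in 1, and Dlx1, Eomes, Prf1 and Tnfrsf25 in 0. The genes on these lists here and not in the paper's are Il1r1, Mmp12, Ptgs2 and Tlr7 (upregulated dark), Calcoco2, Cytip, Il1r1, Pilrb1, Ptgs2 and Tgm2 (upregulated light), Kdm3b and Ptx3 (downregulated dark), and Ccl2, Nlrp3 and Pilra (downregulated light).

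In the volcano plots of Fig. 1B for hypothalamus and brain stem, the point farthest from 0 lies on the side of downregulated genes at both times of day. Here the gene with the largest log2 FC in those comparisons was Lcn2, which was upregulated, with log2 FCs of 2.68 and 2.57 in hypothalamus and 3.21 and 3.41 in brain stem.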

Other observations

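The splits of the samples and the tests of low values, of Lcn2 and of Trp73 were chosen only after the results they concern had been seen; the mock phases and the test of Y-linked genes were not.

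The number of genes at an unadjusted p value under 0.05 for tumor-bearing against vehicle injected mice was set against splits of the mice of each phase, the observed split included. In hippocampus at mid-dark 42 of 100 splits gave as many as 52 genes, and at mid-light 7 of 100 as many as 62. In hypothalamus at mid-dark 22 of 56 splits gave as many as 35 genes, and at mid-light 45 of 100 as many as 40. In brain stem at mid-dark 17 of 100 gave as many as 52, and at mid-light 55 of 100 as many as 36. These counts may therefore arise from splits unrelated to tumors. By adjusted p value, 1 gene in hippocampus was reached in 6 of 100 splits at mid-dark and in 3 of 100 at mid-light, 2 genes in brain stem at mid-dark in 2 of 100, and 5 genes in brain stem at mid-light in 2 of 100. The count in hypothalamus was 0 at both times, where every one of 56 and of 100 splits gave as many. Over the 3 regions, 5 genes at mid-dark were reached in 3 of 100 splits and 15 genes at mid-light in 5 of 100.

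Lcn2, with a log2 FC between 2.57 and 3.81 in every region and phase, was the tumor response shared by both times of day with the largest size, although its adjusted p in hypothalamus was 0.451 and 0.473. Whether it was graded by tumor burden was tested across the 10 tumor-bearing mice, with the mean Lcn2 value over the regions and the mass centred within phase. With tumor mass, Pearson r was 0.55 (permutation p = 0.15) and Spearman rho 0.39 (permutation p = 0.33), and r was -0.08 without the 2 mice farthest from the median. With spleen mass, r was 0.76 (permutation p = 0.067) and rho 0.76 (permutation p = 0.056), and r was 0.43 without the 2 mice farthest from the median, so that it rests in part on them. Adjusted over the 2 relations, the permutation p values of r were 0.15 and 0.13. A graded response was not shown.

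The small overlap between phases was set against selection noise at these group sizes. As small an overlap arose in 38 of 100 mock assignments of mice to phases for genes upregulated by p value, in 75 and 45 for genes up- and downregulated by log2 FC, and in 57 and 51 for genes up- and downregulated by both filters. Noise in genes near the threshold could therefore give overlaps of this size without a tumor effect that depends on time of day. For genes downregulated by p value 2 of 100 assignments gave an overlap as small as 2.65%. That overlap rests on 3 shared genes, is the only 1 of the 6 with so low a number of assignments, and the 6 were tested without adjustment for their number. It was 4.59% with moderated p values and 3.48% with sample medians subtracted, and ran from 1.04 to 6.2% with each mouse left out, against a median of 6.25% over the assignments. Whether it is smaller than noise gives is therefore left open. The Pearson r between mid-dark and mid-light log2 FCs was as small in 67 of 100 assignments in hippocampus, 84 in hypothalamus and 26 in brain stem. The interaction at an unadjusted p value under 0.05 gave 47, 20 and 28 genes, and as many arose in 39, 74 and 57 of 100 assignments. In simulated data in which 200 genes carried an interaction, 84 to 90% of those with an interaction of 1 on the log2 scale were found, and 25 to 33% of those with 0.3. With fewer such genes the adjustment is stricter, so these shares do not carry over to single genes here. Large estimates for variable genes did not pass. These were -0.96 for Ch25h in brain stem (adjusted p = 1) and -1.19 for Uty in hippocampus (adjusted p = 0.844). Such estimates do not show how often a true interaction is missed. In the simulation some interactions of 1 and most of 0.3 were not found, so interactions of these sizes could be missed here.

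Of the genes past the 2 SD limits, the share with a mean log2 value under 5 was 3.78 times that in the panel. Higher variation of values near the background of the assay is a candidate explanation for most of these calls. Uty and Kdm5d are Y-linked, are listed as DEGs by log2 FC in the paper and here, and were measured in female mice. Uty is also on the lists downregulated at mid-light by p value and by both filters, from hypothalamus, with an unadjusted p of 0.0269. In the regions where they were past the log2 FC limits, at mid-light, their percentiles by mean log2 value were 0.5 and 6.6 for Uty in hippocampus and hypothalamus and 2.7 for Kdm5d in hippocampus. The test as set took all 3 regions and a limit of 10%, and it was not met, since Uty in brain stem, where neither gene was past the log2 FC limits, lay at the 16.9th percentile. Values at background may still account for the calls by log2 FC. Their adjusted p values for the tumor effect were 0.687 or higher in every region and phase. Carry-over of male RNA and binding of the probes to other transcripts were not tested.

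Uneven carry-over of choroid plexus into the hippocampus was tested with its marker Ttr, after Trp73 had been taken for a DEG of the hippocampus at mid-dark. That reading was wrong, since Trp73 there fell by 0.21 on the log2 scale (unadjusted p = 0.291, adjusted p = 0.903), and the region in which it was a DEG at mid-dark was brain stem, with a log2 FC of 0.70 (unadjusted p = 0.0137). Across the 20 hippocampus samples, centred within groups, Trp73 rose with Ttr, with Pearson r 0.70 (permutation p = 0.0057) and Spearman rho 0.52 (permutation p = 0.026), and r was 0.43 without the 2 samples farthest from the median. With Ttr as a covariate, the mid-dark contrast of Trp73 had an unadjusted p of 0.0821. As the contrast was not past the threshold before Ttr was added, the test decides nothing about a DEG. The relation between the 2 genes leaves carry-over of choroid plexus as a candidate explanation for part of the variation of Trp73 between hippocampus samples. The same test was not made in brain stem.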
